A study of Homo sapiens with 9 samples. Its data were reported in "Migration through a small pore disrupts inactive chromatin organization in neutrophil-like cells" (2018).

How the data were processed

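Hi-C, which ligates and sequences DNA ends that lie close together in the nucleus, was performed on HL-60/S4 cells, a human myeloid leukaemia line that differentiates into neutrophil-like cells after 4 days of all-trans retinoic acid. Per the labels, the 9 libraries form 3 groups of 3: unmigrated cells, cells migrated through 14 µm pores and cells migrated through 5 µm pores. The authors aligned reads to hg38, filtered them with HiCUP 0.5.9, pooled the 3 libraries of each group and downsampled the pools to equal numbers of valid read pairs. Every table used here describes a pool, so each group has a single value per measurement and no replicate error, and no test across replicates was made. Bins, domains and contacts are not replicates, and no p-value across them was computed.

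The PC1 score of each 100 kb bin was computed by the authors with HOMER 4.9.1, and a positive score marks compartment A (active chromatin) and a negative score compartment B (inactive chromatin). On each chromosome the deposited scores had a mean within 0.00415 of 0 and an SD between 0.999 and 1.00, so PC1 holds no information on absolute compartment strength. The deposited signal around each 50 kb bin is TopDom 0.0.2's mean contact frequency at a window of 5, which the authors computed from raw matrices, and the domain lists come from the same runs. The contact tables of the authors hold whole-number read counts for pairs of 100 kb windows tiled at 40 kb, in a first pool and in a second pool used as background, with expected reads from HOMER's model of distance and region coverage. Per the file headers, each contact has an FDR for its excess over the expected reads in the first pool. The deposited natural log p-value against the background pool is negative where the first pool is higher. The highest natural log p of a listed contact was -6.91, a p of 0.001, so weaker contacts were not listed.

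In the 2 tables that set the 5 µm and 14 µm pools against each other, region totals of both pools were level (ratio 5 µm over 14 µm 0.996 for contacts 100 to 250 kb apart that were picked in the 5 µm pool), except at long-range contacts picked in the 5 µm pool, where the ratio was 1.14. In the tables against unmigrated cells they were not: region totals of the 14 µm pool were 0.724 times those of the unmigrated pool, and those of the 5 µm pool 0.781 times, at short-range contacts. These tables were therefore not made from equally deep pools.

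Compartment changes were counted as a change of PC1 sign in bins with a score in both pools. Chromosomes 4, 5, 19, 21, X and Y were left out, as the study left out all of these but Y. The study also required a low correlation of interaction patterns, which was not used here. Domains of length 0 were dropped (1 each in the 14 µm and 5 µm pools), and a domain was called conserved where at least 80% of its length lay in 1 domain of the other pool. As a measure of chance overlap, the domains of each chromosome were moved together along it 100 times. Distances are those listed by the authors, which differ from the spacing of the windows and are under 10 kb for some overlapping windows. Contacts with an FDR under 0.05 and over 100 kb apart were split at 1 Mb into short-range and long-range contacts. No differential FDR was used from the tables, and it was computed here: the natural log p against the background was converted to p where the first pool was higher and set to 1 elsewhere, and adjusted by the Benjamini-Hochberg method over the contacts of that table with an FDR under 0.05 and over 100 kb apart. An adjusted p under 0.1 called a contact. Decreased contacts of the 5 µm pool came from the table picked in the 14 µm pool, and increased contacts from the table picked in the 5 µm pool. Contact compartments were assigned from the bin holding the middle of each window, on the chromosomes analysed for compartments.

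Shares carry 95% Clopper-Pearson intervals or 95% intervals from 10000 draws of whole chromosomes with replacement (1000 draws for medians), as named. These cover counting error and variation between chromosomes, not variation between cultures. Read pairs carry no molecular identifiers. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with figures in matplotlib 3.10.9. The deposited domain and PC1 tables were checked against hg38, and on 23 of 23 chromosomes no table ran over 1 bin past the chromosome end. Protein-coding genes were taken from GENCODE 44.

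The steps were tested on simulated data. With counts drawn at the depth of the real contacts and 200 contacts raised by 3 times, an exact binomial test recovered 47.0% of those raised in the 14 µm pool over the 5 µm pool (8101 contacts) and 78.5% of those raised in the 5 µm pool over the 14 µm pool (3528 contacts). That test stands in for the authors' own, which could not be rerun. On the real short-range contacts it called 2392 of 2928 increased and 10 of 5850 decreased. The deposited log p gave 183 of 2928 and 14 of 5934. The simulated recovery therefore does not measure the power behind the reported counts. Recovery of most changed contacts had been required at first, which the 47.0% did not meet; the requirement was then limited to contacts with at least 100 reads in both pools together, of which 25 of 25 and 35 of 35 were recovered. A rise in the 14 µm pool was thus harder to detect than a rise of the same size in the 5 µm pool. Counts of the 5 µm pool were not lowered in the simulation, so recovery of a loss of reads there was not measured. The 95% intervals from chromosome draws held the true share in 91.0% of 200 simulated sets.

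Features were named by a fixed rule: in each direction the 3 longest runs of bins with a changed sign between the 14 µm and 5 µm pools, the 3 decreased and 3 increased short-range contacts with the smallest log p, and the 3 largest non-conserved domains of the 5 µm pool, with at most 5 protein-coding genes each. This rule and the first set of alternatives were fixed before the data were examined. Those alternatives covered the chromosomes used, the centring and a minimum of PC1, the pool that gives the compartment, the domain overlap, domain sizes, the thresholds on contacts, overlapping windows, the background of contacts, and the bins and averaging of the local signal. Others were added after seeing the data: adjustment over all within-chromosome contacts, exact binomial tests with reads scaled by region totals alone or by expected reads, a minimum of 10 reads in both pools, and thresholds on the unadjusted p and on the authors' deposited Z-score difference, each also with distance taken between windows on the grid. Moving domains along the chromosome was also chosen after seeing the data. Gene expression was not analysed here.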

Results

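Hi-C contact maps were compared between neutrophil-like HL-60/S4 cells that had not migrated, cells that had migrated through 14 µm pores and cells that had migrated through 5 µm pores. The 14 µm pool served as the control for migration without constriction, although by the methods of the study cells were collected over a longer time through the smaller pore. Each group comprised 3 libraries, pooled before the tables were made. There were therefore no replicates of any value below, and differences could not be set against the spread between cultures. PC1 scores were listed for 27384 bins in the 14 µm pool, 27326 in the 5 µm pool and 27384 in the unmigrated pool.

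To ask whether constriction moved regions between compartments, PC1 signs were compared in 100 kb bins on 18 chromosomes. Between the 14 µm and 5 µm pools 2248 of 21500 bins changed sign, or 10.5% (95% chromosome resampling interval 9.62 to 11.3%). Between the unmigrated and 5 µm pools 2307 of 21503 bins changed, or 10.7% (9.71 to 11.7%). Between the unmigrated and 14 µm pools 1233 of 21538 bins changed, or 5.72% (5.20 to 6.31%). Across bins, which are not independent, Pearson's r of PC1 was 0.895 between the 14 µm and 5 µm pools and 0.965 between the unmigrated and 14 µm pools. The largest shift under another setting came from requiring an absolute PC1 of at least 0.5 in both pools, which left 61 changed bins of 13272 between the 14 µm and 5 µm pools, or 0.460%. Most changes thus involved a score nearer to 0 in at least 1 pool. The noise of PC1 within a pool was not measured, so a movement between compartments and noise near 0 cannot be separated in these shares.

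The direction of change was uneven in the comparisons with the 5 µm pool. From the 14 µm to the 5 µm pool 771 of 10517 A bins became B, or 7.33% (6.18 to 8.31%), and 1477 of 10983 B bins became A, or 13.4% (12.02 to 14.99%). The difference was 6.12 percentage points (4.33 to 8.27), and the B-to-A share was the higher one on 18 of 18 chromosomes. From the unmigrated to the 5 µm pool the shares were 8.08% and 13.3%. From the unmigrated to the 14 µm pool they were 6.37% of A bins and 5.10% of B bins, a difference of -1.27 percentage points (-1.99 to -0.421). Compartment A held 48.9% of bins in the 14 µm pool, 49.5% in the unmigrated pool and 52.2% in the 5 µm pool. With PC1 centred on its chromosome median both shares were 10.9%, an equality that this centring imposes.

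**Figure D1:**
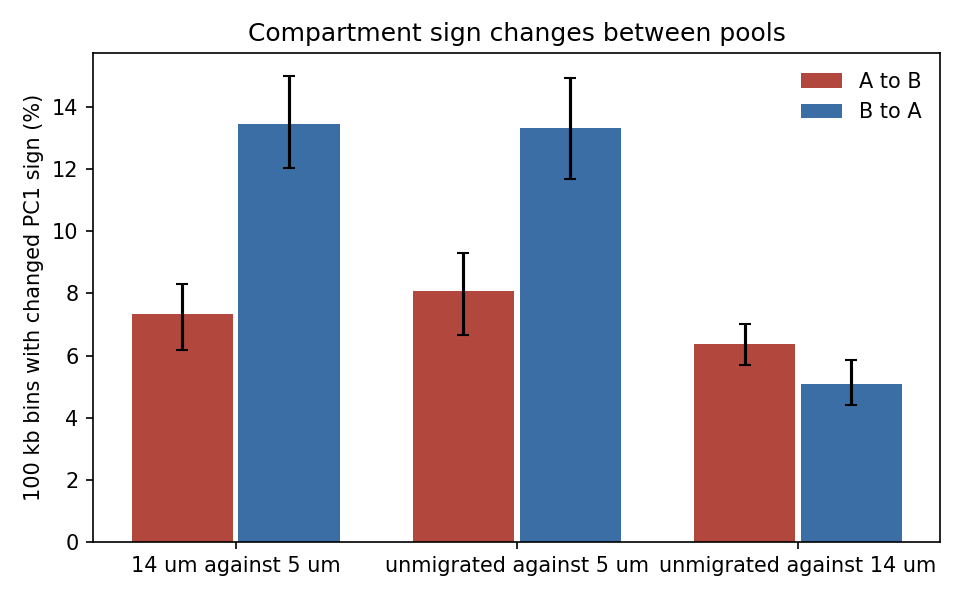
Share of A bins that became B and of B bins that became A (y axis, percent of 100 kb bins) for each pair of pools (x axis), with 95% chromosome resampling intervals as error bars. B-to-A changes reached 13.4% and A-to-B changes 7.33% from the 14 µm to the 5 µm pool, while the order was the opposite from the unmigrated to the 14 µm pool.

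Most changes were of isolated bins. Single bins made up 486 of 592 A-to-B runs and 795 of 1067 B-to-A runs between the 14 µm and 5 µm pools. The longest A-to-B run covered 10 bins on chromosome 12 (4900001 to 5900000, hg38), overlapping KCNA1, KCNA5, NTF3 and ANO2, where mean PC1 was 0.405 in the 14 µm pool, 0.473 in the unmigrated pool and -0.405 in the 5 µm pool. The next covered 9 bins on chromosome 16 (86300001 to 87200000), with FOXF1, MTHFSD, FOXC2, FOXL1 and C16orf95, and 8 bins on chromosome 1 (157100001 to 157900000), where 8 protein-coding genes include ETV3L, ETV3, FCRL5, FCRL4 and FCRL3. The longest B-to-A run covered 7 bins on chromosome 10 (23900001 to 24600000), overlapping KIAA1217 and ARHGAP21, where mean PC1 was -0.415 in the 14 µm pool, -0.342 in the unmigrated pool and 0.582 in the 5 µm pool. A run of 6 bins on chromosome 20 (41200001 to 41800000) overlapped ZHX3, LPIN3, EMILIN3 and CHD6. A run of 5 bins on chromosome 1 (208800001 to 209300000) overlapped 0 protein-coding genes.

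Topologically associating domains (TADs), intervals within which contacts are frequent, were compared to ask whether domain positions were retained. TopDom listed 3294 domains in the 14 µm pool, 3066 in the 5 µm pool and 3289 in the unmigrated pool, with median lengths of 550, 550 and 500 kb. Of the 5 µm domains 2224, or 72.5% (Clopper-Pearson 70.9 to 74.1%), lay to at least 80% in a single 14 µm domain, and 73.1% (71.5 to 74.7%) in a single unmigrated domain. Of the 14 µm domains 80.02% (78.6 to 81.4%) lay in a single unmigrated domain. These shares were above those of domains moved along the chromosome, whose median was 52.7% for 5 µm in 14 µm domains (50.2 to 54.5% in 100 shifts) and 53.6% for 14 µm in unmigrated domains (51.4 to 55.6%). Requiring 80% reciprocal overlap moved the share of conserved 5 µm domains in the 14 µm pool most, to 38.03%. By that rule 48.6% of 14 µm domains were conserved in the unmigrated pool. In the reverse direction the shares were closer. Of the 14 µm domains 77.9% lay in a single 5 µm domain. Of the unmigrated domains 79.5% lay in a single 5 µm domain and 80.8% in a single 14 µm domain. The study allowed that some lost boundaries may reflect lower power, since contact frequencies were lower after constriction.

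Conserved 5 µm domains had a median length of 450 kb and non-conserved ones of 1000 kb. Among domains on the chromosomes analysed for compartments, 1268 of 1846 conserved domains lay in compartment A, or 68.7% (66.5 to 70.8%), against 402 of 665 non-conserved domains, or 60.5% (56.6 to 64.2%). The difference of 8.24 percentage points (chromosome resampling interval 4.17 to 12.5) changed sign, to -13.4, when conserved domains were resampled to the lengths of the non-conserved ones. The largest non-conserved domains were 12750 kb on chromosome 10 (49550001 to 62300000), 12750 kb on chromosome X (24350001 to 37100000) and 12100 kb on chromosome 6 (61100001 to 73200000). In the 14 µm pool 4, 12 and 5 domains overlapped them, respectively.

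Local contacts were compared as the ratio of mean contact frequency around 50 kb bins. The median ratio of the 5 µm to the 14 µm pool was 0.344 (0.338 to 0.350) over 55607 bins, and 99.4% of bins were below 1. Chromosome medians ranged from 0.310 to 0.378 over 23 chromosomes. The ratio of the 5 µm to the unmigrated pool was 0.297 (0.294 to 0.300). The ratio of the unmigrated to the 14 µm pool was 1.16 (1.14 to 1.17), with chromosome medians from 1.04 to 1.22. By compartment in the 14 µm pool, the ratio of the 5 µm to the 14 µm pool was 0.322 (0.317 to 0.326) in A and 0.371 (0.363 to 0.378) in B. The ratio of the 5 µm to the unmigrated pool differed less, at 0.291 (0.288 to 0.294) in A and 0.302 (0.297 to 0.306) in B. With bins matched on the frequency in the unmigrated pool, a comparison added after seeing the data, the ratio to the 14 µm pool was 0.341 in A and 0.357 in B, and lower in A in 19 of 20 groups of bins. Restricting bins to those above the median of mean contact frequency moved the overall ratio most, to 0.325.

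**Figure D2:**
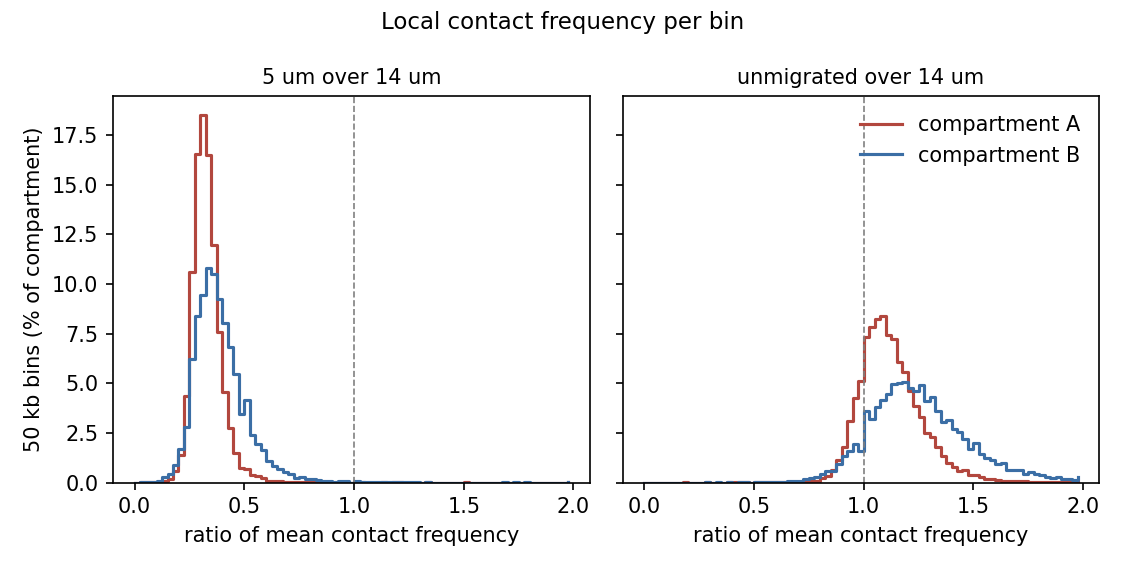
Distribution over 50 kb bins (y axis, percent of bins of each compartment) of the ratio of mean contact frequency (x axis) of the 5 µm pool and of the unmigrated pool over the 14 µm pool, for bins in compartments A and B of the 14 µm pool, with a dashed line at a ratio of 1 and ratios above 2 not drawn. The 5 µm ratios centre at 0.322 in A and 0.371 in B, and the unmigrated ratios at 1.10 in A and 1.23 in B.

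Reads of individual contacts depended on distance. Among contacts picked in the 5 µm pool, summed reads in the 5 µm pool were 0.748 times those in the 14 µm pool for contacts with a listed distance under 10 kb (0.742 to 0.754), all between overlapping windows that start 80 kb apart, and 0.397 times for windows 100 to 250 kb apart (0.385 to 0.411), but higher again at 250 to 500 kb, 0.479 (0.465 to 0.494), and at 500 kb to 1 Mb, 0.568 (0.535 to 0.605). Among contacts picked in the 14 µm pool the ratios were 0.712 (0.704 to 0.719), 0.269 (0.265 to 0.273), 0.260 (0.255 to 0.264) and 0.253 (0.237 to 0.280) in the same order, and 0.223 (0.205 to 0.244) at 1 Mb or more.

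**Figure D3:**
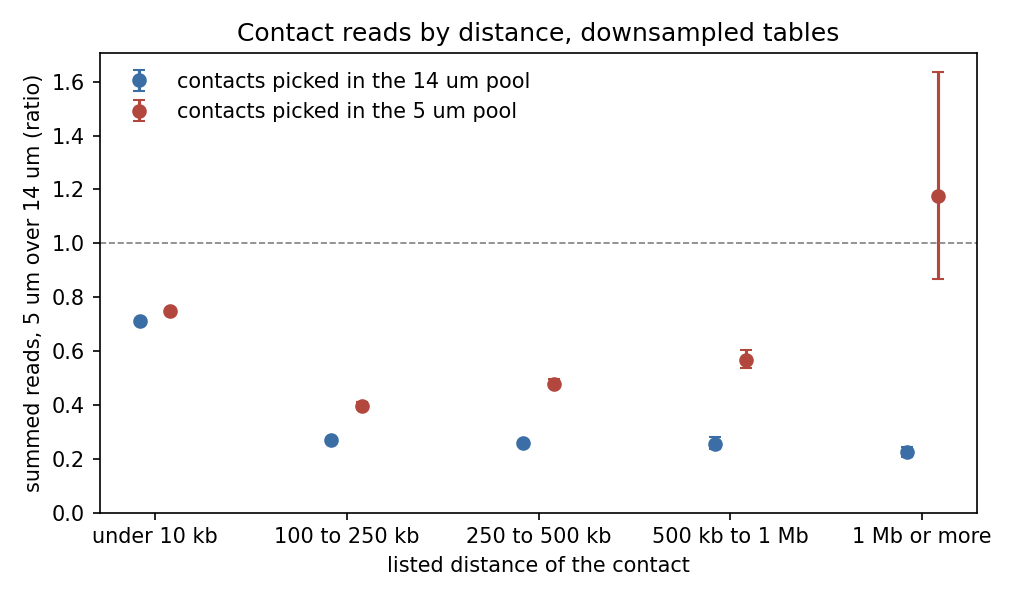
Summed contact reads of the 5 µm pool over the 14 µm pool (y axis, ratio) by listed distance (x axis), for contacts with an FDR under 0.05 picked in either pool, with 95% chromosome resampling intervals as error bars and a dashed line at a ratio of 1. The ratio was 0.748 or 0.712 under 10 kb and 0.397 or 0.269 at 100 to 250 kb, and at 1 Mb or more it was 1.17 for contacts picked in the 5 µm pool, with an interval from 0.866 to 1.63, and 0.223 (0.205 to 0.244) for contacts picked in the 14 µm pool.

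Differential contacts were then counted relative to the expected reads of each pool. Short-range contacts numbered 5934 in the 14 µm pool and 2928 in the 5 µm pool, and long-range contacts 2276 and 611. Of the short-range contacts picked in the 14 µm pool 14 were decreased in the 5 µm pool, or 0.236% (Clopper-Pearson 0.129 to 0.396%), and of those picked in the 5 µm pool 183 were increased, or 6.25% (5.40 to 7.19%). The decreased minus the increased share was -6.01 percentage points (chromosome resampling interval -7.21 to -4.80). At an unadjusted p under 0.05 there were 402 decreased and 575 increased short-range contacts. Of the 183 increased contacts 61 had fewer reads in the 5 µm than in the 14 µm pool, so an increase here is one relative to the expected reads. With reads scaled by region totals alone, an alternative chosen after seeing the data, the direction was the opposite: 5771 of 5850 contacts were decreased and 0 of 2928 increased, a difference of 98.6 percentage points. A simulated rise in the 14 µm pool was also harder to detect than one in the 5 µm pool, with 47.0% against 78.5% recovered.

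Of the long-range contacts 0 of 2276 were decreased, which allows a share of up to 0.132% (3 contacts of the total) to be called, and 50 of 611 were increased, or 8.18% (6.13 to 10.6%). At an unadjusted p under 0.05 there were 37 and 174. By an exact binomial test scaled by expected reads, 201 of 2251 long-range contacts (8.93%) and 2651 of 5850 short-range ones (45.3%) could have passed the threshold with 0 reads in the 5 µm pool. The absence of calls thus does not bound how many long-range contacts were weaker. That test itself called 8 of the 2251 long-range contacts decreased and 490 of 600 increased, so the count of 0 holds for the deposited log p only. Scaling by region totals alone reversed this direction too, to a difference of 95.1 percentage points. Against the unmigrated pool the 5 µm pool had 1 decreased and 147 increased short-range contacts and 0 decreased and 91 increased long-range ones. The 14 µm pool against the unmigrated pool had 3 decreased and 69 increased short-range contacts and 0 decreased and 7 increased long-range ones. At an unadjusted p under 0.05 the 5 µm pool had 188 decreased and 464 increased short-range contacts and 42 and 309 long-range ones. At that threshold decreased contacts were the more numerous in the 14 µm pool, 831 against 705 at short range and 230 against 217 at long range, although as shares of the contacts of their tables they were the fewer, by -2.08 and -4.02 percentage points. Some alternatives chosen after seeing the data reversed these directions. For the 5 µm against the unmigrated pool, region totals alone gave differences of 97.8 (short-range) and 83.4 (long-range) percentage points, and a Z-score difference above 1 gave 11.7 at short range. For the 14 µm against the unmigrated pool, scaling by expected reads gave 33.8 and 25.2, and that Z-score difference 14.8 and 15.8. An unadjusted p under 0.1 gave 0.531 at short range, and both criteria together 10.1 and 1.004.

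The decreased contacts with the smallest log p joined windows on chromosome 19 (14530000 to 14630000 and 14650000 to 14750000), with 291 reads in the 14 µm pool and 55 in the 5 µm pool against 136 and 46.3 expected, on chromosome 1 (46370000 to 46470000 and 46490000 to 46590000), with 235 and 35 reads, and on chromosome 6 (31610000 to 31710000 and 31810000 to 31910000), with 208 and 34 reads. The first joined windows overlapping ADGRE2, ADGRE3 and TECR among others, the next FAAH in one window and MKNK1 among others in the other. The increased contacts joined windows on chromosome 3 (970000 to 1070000 and 1250000 to 1350000, the latter with CNTN6), with 1 read in the 14 µm pool and 10 in the 5 µm pool, on chromosome 7 (23570000 to 23670000 with CCDC126 and 23770000 to 23870000 with STK31), with 14 and 22 reads, and on chromosome 3 (126250000 to 126350000 with KLF15 and 126690000 to 126790000 with CHCHD6), with 5 and 14 reads.

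Compartments of the decreased short-range contacts rested on 8 contacts with both windows in a single compartment. Of these 1 lay in B, or 12.5% (Clopper-Pearson 0.316 to 52.7%), against 35.1% of the 4532 short-range contacts of the 14 µm pool. Random draws of 8 contacts gave 0 to 75% in their middle 99%, with the observed share at percentile 10.04, so a difference was not detectable at this number. With background contacts matched on distance and reads the mean of the draws was 3.05%, and the difference changed sign from -22.7 to 9.45 percentage points. For long-range contacts the share could not be computed, because 0 were decreased. In a comparison added after these counts were seen, with compartments from the 5 µm pool, 55 of 124 increased short-range contacts lay in B, or 44.4% (35.4 to 53.5%), within the 24.996 to 46.8% that held the middle 99% of draws. Of the increased long-range contacts 2 of 28 lay in B, or 7.14% (0.877 to 23.5%), within 3.57 to 42.9%.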

Values the study reported

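The study reported that 99.6% of bins in compartment A and 97.4% of bins in compartment B were stable between migration with and without constriction, where stability required an unchanged PC1 sign and a correlation above 0.6. Of the TADs found after migration with constriction, 72.5% were reported to overlap those found without constriction by at least 80%. Short-range contacts were reported to have a higher proportion of decreased than increased contacts after migration with constriction.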

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

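Both tests in this part were chosen after the result was seen. Pairs of windows on different chromosomes entered no comparison of the report. With each pair counted once, they made up 80.5% of the pairs listed for the 5 µm pool (Clopper-Pearson 80.3 to 80.7%), above the 77.8% in the unmigrated pool (77.6 to 77.9%), while the 14 µm pool was at 74.3%. The lists hold pairs past a p of 0.001, so chance pairs at that limit are one technical explanation. At an FDR under 0.05, which leaves them out, pairs between chromosomes were set against contacts within chromosomes over 100 kb apart. This ratio was 0.289 in the 5 µm pool and 0.162 in the unmigrated pool. It was 0.206 in the 14 µm pool, above the unmigrated pool although the listed share of the 14 µm pool was below it. The ratio at that FDR thus does not follow the listed share and leaves chance pairs open. Contacts closer than 100 kb were not in this ratio. In the tables that set the 5 µm and 14 µm pools against each other, 10241 and 9404 contacts under 10 kb passed that FDR. The order of these pools may therefore depend on the cut. Fewer contacts within chromosomes are another explanation. At that FDR the 5 µm pool had 1100 pairs between chromosomes against 2024 in the unmigrated pool. It had 3812 contacts within chromosomes over 100 kb apart against 12461. The 14 µm pool, with 8057, also had fewer of these than the unmigrated pool and a lower listed share. Closer contacts were not compared with the unmigrated pool, so fewer contacts within chromosomes stay open too. The pools of these tables differ in depth, with region totals of the 5 µm pool 0.781 times those of the unmigrated pool at short-range contacts. Mis-mapped repeats were not tested, and constriction, a difference between cultures and a difference in ligation remain open.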

How the results depend on the processing

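No paired analysis was possible because the tables pool the 3 libraries of each group, although the labels give the groups the same replicate numbers. For that reason leaving out replicates, or splitting the libraries in other ways, could not be done either. Of 60 values under the first set of alternatives, 20 stayed within the 95% interval of the reported value, 38 moved outside it and 2 changed sign. Of 84 values under alternatives chosen after seeing the data, all of them on contacts, 11 stayed, 55 moved and 18 changed sign. The rules for staying and moving were written after most values had been seen. The cause was not tested unless stated.

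With all chromosomes, the share of bins with a changed PC1 sign was 15.3% between the 14 µm and 5 µm pools, 19.1% between the unmigrated and 5 µm pools and 10.2% between the unmigrated and 14 µm pools, and from the 14 µm to the 5 µm pool 11.3% of A bins and 19.03% of B bins changed. The chromosomes this adds include those with a flipped or unrelated PC1. With an absolute PC1 of at least 0.5, which leaves out bins near 0, these values were 0.4596, 0.593, 0.0337, 0.211 and 0.709%, in the same order. Centring PC1 on the chromosome median gave 10.9% of A bins and 10.9% of B bins between the 14 µm and 5 µm pools, which it makes equal by construction. Taking the starting compartment from the unmigrated pool gave 8.08 and 13.3%, which are the shares of the unmigrated against the 5 µm pool and so no separate check, although they count as 2 of the 20 that stayed.

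For the share of 5 µm domains conserved in the 14 µm pool, of 5 µm domains in the unmigrated pool and of 14 µm domains in the unmigrated pool, 80% reciprocal overlap gave 38.03, 39.4 and 48.6%, a coverage of 50% gave 94.3, 94.3 and 96.9%, and a coverage of 90% gave 62.1, 62.9 and 71.4%. The difference in A share between conserved and non-conserved domains was 21.1 percentage points with reciprocal overlap and -13.4 with lengths matched.

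For contacts, the decreased minus the increased share is given in percentage points in 1 order: short-range then long-range for the 5 µm against the 14 µm pool, the 5 µm against the unmigrated pool, and the 14 µm against the unmigrated pool. A differential FDR under 0.05 gave -2.39, -2.45, -2.35, -4.95, -0.581 and 0, and a contact FDR under 0.01 gave -4.22, -7.12, -3.34, -8.61, -1.66 and -0.318. Counting overlapping windows once moved none of the 6 outside its interval, since few listed windows overlapped at both ends.

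The rest were chosen after seeing the data. Adjusting over all contacts within chromosomes gave -7.89, -9.66, -10.8, -29.8, -0.877 and -0.209. A minimum of 10 reads in both pools gave -1.57, -0.909, -1.59, -0.3497, -1.34 and -0.0873. Scaling by region totals alone gave 98.6, 95.1, 97.8, 83.4, -24.2 and -35.7, and scaling by expected reads gave -81.5, -81.3, -71.3, -82.3, 33.8 and 25.2. The last test favours the pool in which the contacts were picked. An unadjusted p under 0.1 gave -16.3, -40.8, -17.5, -56.2, 0.531 and -0.695, under 0.05 -12.9, -26.9, -12.9, -39.3, -2.08 and -4.02, and under 0.001 -1.698, -1.64, -1.86, -3.39, -0.957 and -0.209. A Z-score difference above 1 gave -0.936, -14.3, 11.7, -11.7, 14.8 and 15.8, and both a p under 0.1 and that difference -14.6, -39.2, -9.85, -54.5, 10.1 and 1.004. With distance taken between windows on the grid, the p thresholds gave -15.7, -40.9, -17.5, -55.8, 0.0362 and -0.474, then -12.3, -27.1, -12.9, -39.1, -2.48 and -3.83, then -1.68, -1.603, -1.93, -3.33, -1.01 and -0.203. On that distance the Z-score difference gave -1.14, -13.99, 11.3, -11.3, 14.8 and 15.6, and both criteria -14.4, -38.9, -9.88, -53.8, 10.1 and 1.18. For the 5 µm against the 14 µm pool the sign changed with region totals alone and under none of the other settings. In 12 of the 102 values under alternatives on these contacts, decreased contacts were the more numerous but the lower share. At a Z-score difference above 1 this held for the 5 µm against the 14 µm pool (1278 decreased and 658 increased at short range, 1205 and 411 at long range) and for the 5 µm against the unmigrated pool at long range (2504 and 535). It also held for the 14 µm against the unmigrated pool at an unadjusted p under 0.05 (831 and 705 at short range, 230 and 217 at long range) and under 0.1 at long range (826 and 460), and in each case on the grid distance too.

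The B share of decreased short-range contacts, as the difference from the mean of the draws, was -35.2 percentage points at a differential FDR under 0.05 and 9.45 with a matched background. Expressing it as a difference was decided after the data were seen. The 4 alternatives for long-range contacts gave no value, because 0 were decreased. For local contact frequency, the ratio of means was 0.333 for the 5 µm over the 14 µm pool and 1.12 for the unmigrated over the 14 µm pool, and bins above the median frequency gave 0.325, 1.11 and, for the 5 µm over the unmigrated pool, 0.291. Simulated rises of 3 times were recovered in 47.0% of cases in the 14 µm pool and in 78.5% in the 5 µm pool. Counts of the 5 µm pool were not lowered, so the 47.0% is not the recovery of a loss of reads there.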

Other observations

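The tests of pool depth, of reads by distance, of power, of the picking and scaling of contacts and of the position of bins near a PC1 of 0 and the zero point of PC1 were chosen after the results were seen. The tests of read pairs within chromosomes and of domain size were fixed before.

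The 5 µm pool had fewer local contacts than the 14 µm pool. A lower depth would lower region totals by the same factor. In the contact tables their ratio was 0.996, but the local frequencies come from other tables. By the methods of the study the pools had been downsampled to equal numbers of read pairs, and the 5 µm and unmigrated tables are named as such, but this was not tested from their values. An equal loss of pairs at all distances within chromosomes would lower overlapping windows as much as distant ones, but among contacts picked in the 5 µm pool the ratio of reads was 0.748 at a listed distance under 10 kb, between overlapping windows, and 0.397 at 100 to 250 kb. Totals of read pairs within chromosomes were not analysed here, so a lower total in the 5 µm pool stays open. The planned test expected the unmigrated pool to lie below or level with the 14 µm pool, and its ratio of 1.16 met neither. Beyond 100 kb the trend depended on the pool in which contacts were picked: at 500 kb to 1 Mb the ratio was 0.568 for contacts picked in the 5 µm pool and 0.253 for those picked in the 14 µm pool. A loss of contacts beyond overlapping windows after constriction, and library differences that add pairs at very short distances, may both contribute and were not separated.

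Counted relative to expected reads, increased short-range contacts outnumbered decreased ones between the 5 µm and 14 µm pools. For such counts the direction quoted from the study above is the opposite. The study also reported a rapid fall of contact frequency with distance after constriction, and lower frequencies inside TADs and between them. Local contact frequency was lower here too, with a median ratio of the 5 µm to the 14 µm pool of 0.344. The opposite direction is thus limited to the counts of differential contacts. Planned tests for an excess of decreased contacts, and for their place in compartment B, had no such pattern to explain. Since contacts are listed for the pool they were picked in, they were also compared at 7988 short-range contacts picked in the unmigrated pool, which carry reads of both other pools. There, reads over expected reads were 1.17 times as high in the 5 µm as in the 14 µm pool (chromosome resampling interval 1.13 to 1.21), above 1 on 22 of 23 chromosomes, which lower power for decreases does not produce. At these contacts 220 were increased and 0 decreased in an exact binomial test adjusted by the Benjamini-Hochberg method, so picking does not account for the whole excess. Reads over region totals at the same contacts were 0.302 times as high in the 5 µm pool. At 4255 long-range contacts picked in the unmigrated pool the ratio of reads over expected reads was 1.05. Its interval, 0.985 to 1.14, included 1, and 24 of these contacts were increased and 2 decreased. For short-range contacts of the 5 µm against the 14 µm pool the difference in shares stayed negative under the p and Z-score thresholds tried. At a Z-score difference above 1, however, decreased contacts were the more numerous, 1278 against 658. With reads scaled by region totals alone the difference was 98.6 percentage points toward decreased contacts. Since region totals were level and summed reads lower in the 5 µm pool, that outcome was fixed beforehand, so the scaling as an explanation of the direction stays open. Power and picking can still contribute to the counts.

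B bins changed to A more often than A bins to B between the 14 µm and 5 µm pools. If B bins lay nearer to 0, matching bins on absolute PC1 in the unmigrated pool would level the shares, but among bins with the same sign in the unmigrated and 14 µm pools the matched share in B was 1.72 times that in A (1.38 to 2.33) and higher in 18 of 20 groups of bins. The zero point of PC1, which its chromosome mean sets, cannot be told apart from a movement of B bins, because centring on the median forces both shares to 10.9%. A larger A share in the 5 µm pool, seen on 18 of 18 chromosomes, is what either would give. The share of A bins that kept their sign was 92.7% and of B bins 86.6%. Both are lower than the values quoted from the study above. The study combined the sign with a correlation, but in different ways. The quoted stability needs an unchanged sign and a high correlation, which sign alone would not fall below. The legend of its compartment figure instead calls a bin switched only with an opposite sign and a low correlation. By the legend's rule, switched bins are a part of those with a changed sign, so stable shares would be at least as high as by sign alone. That is the direction of the gap. The correlation was not used here, so whether that rule gives the size of the gap was not tested.

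Non-conserved 5 µm domains lay more often in compartment B. Domains in B had a median length of 850 kb and those in A of 450 kb, and long domains are less easily held by 1 domain. The planned test expected an equal share of A with lengths matched if size were the cause, or a remaining difference if not. As run, it met neither. With conserved domains resampled to the lengths of non-conserved ones, conserved minus non-conserved was -13.4 percentage points. The 60.5% of non-conserved domains lay outside the middle 99% of the draws (43.2 to 51.1%). The draws took the A share of conserved domains at each length as known. Their range thus leaves out the error of these shares and variation between chromosomes. Size may contribute to the pattern, while a difference in the opposite direction stays unexplained and its error was not fully measured. For 50 non-conserved domains the nearest length was used.

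On 3 of the chromosomes left out, 4, 5 and 19, PC1 differed between pools in kind. On chromosome 19 r between the unmigrated and 14 µm pools was -0.966, a flipped sign. On chromosome 4 r between the 14 µm and 5 µm pools was 0.0468 and on chromosome 5 0.147, against 0.861 to 0.928 on the 18 chromosomes used. Chromosome 21, at 0.868, lay within that range and chromosome X, at 0.810, below it.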
